# Improved flux profiling in genome-scale modeling of human cell metabolism

**DOI:** 10.1016/j.crmeth.2025.101275

**Published:** 2026-01-12

**Authors:** Cyriel A.M. Huijer, Xiang Jiao, Yun Chen, Rosemary Yu

**Keywords:** cell metabolism, genome-scale metabolic modeling, flux profiling, feasible flux space

## Abstract

Understanding human cell metabolism through genome-scale flux profiling is of interest to diverse research areas of human health and disease. Metabolic modeling using genome-scale metabolic models (GEMs) has the potential to achieve this, but has been limited by a lack of appropriate input data as model constraints. Here, we compare the commonly used consumption and release (CORE) method to a regression-based method (regression during exponential growth phase; REGP). We found that the CORE method is not reliable despite being prevalent in human studies, whereas the exchange fluxes determined by REGP provide constraints that substantially improve GEM simulations for human cell lines. Our results show that the GEM-simulated feasible flux space is constrained to a biologically plausible region, allowing an exploration of the basic organizing principles of the feasible flux space. These improvements help to fulfill the promise of GEMs as a valuable tool in the study of human metabolism and future development of translational applications.

## Highlights

• Regression-based method satisfies the steady-state assumption required for FBA/FVA
• REGP- and CORE-calculated exchange fluxes differ substantially
• REGP-calculated fluxes constrain GEM models to biologically plausible solutions

## Motivation

As cellular metabolism plays a central role in human health and disease, genome-scale flux profiling is of interest to a wide range of research fields. Genome-scale metabolic modeling is a promising computational tool that can be used to simulate intracellular metabolic fluxes in human cells. However, these models are known to be sensitive to the quality of the constraints, which are often calculated based on single-time point data that violate steady-state assumptions. In this paper, we investigate the potential of a regression-based method using multi-time point data to enable more accurate metabolic simulations.

## Introduction

Metabolism of human cells is a highly complex network of thousands of metabolites and reactions. Alterations in cell metabolism are associated with many complex health conditions such as diabetes, inflammatory diseases, and cancer.^1^^,^^2^ Importantly, the defining feature of metabolism is not the concentrations of metabolites in the cell but the metabolic fluxes (*r*) through reactions and pathways.^3^^,^^4^ Intracellular metabolic fluxes can be experimentally determined through isotope-labeled substrate tracing for a small subset of reactions,^5^^,^^6^ but to systematically profile all fluxes of a cell at the genome scale, mathematical modeling is necessary.

Genome-scale metabolic model (GEM) is a modeling framework wherein the complete metabolic network of a cell is reconstructed *in silico*.^5^^,^^7^ GEMs can be used for simulations to calculate the optimal (max or min) fluxes of each reaction and determine the feasible flux space for the entire metabolic network, using techniques called flux balance analysis (FBA) and flux variability analysis (FVA).^8^ FBA and FVA require a small amount of input data as constraints, typically consisting of measured exchange fluxes (± measurement error) of a small number of exo-metabolites, such as glucose, lactate, and amino acids. With these experimentally measured input data, GEM simulations have been shown to be strikingly accurate in microorganisms such as *E. coli* and *S. cerevisiae*.^9^^,^^10^^,^^11^ On the other hand, the predictive power of GEMs can vary considerably and often depends on the quality of the constraints.^12^ This variability underscores the importance of collecting high-quality measurements to improve GEM simulation accuracy. Critically, FBA and FVA assume that cells are in pseudo-steady state. Thus, input data for these successful applications of GEM simulations have all been collected during exponential growth.

Building on the success of GEM simulations in microbial applications, there is considerable interest in studying human cell metabolism using Human-GEM.^3^^,^^13^^,^^14^ These studies determined exo-metabolite exchange fluxes in human cells by the consumption and release (CORE)^4^ method (Figure 1A). In this method, exo-metabolite concentrations in the cell culture media are measured at a single time point and exchange fluxes are then calculated based on the difference between the measured “spent” media and the unused (“fresh”) media (Figure 1A). Thus, CORE-calculated exchange fluxes are not true steady-state exchange fluxes, and the use of these values as constraints for FBA and FVA should be done with caution.

**Figure 1:**
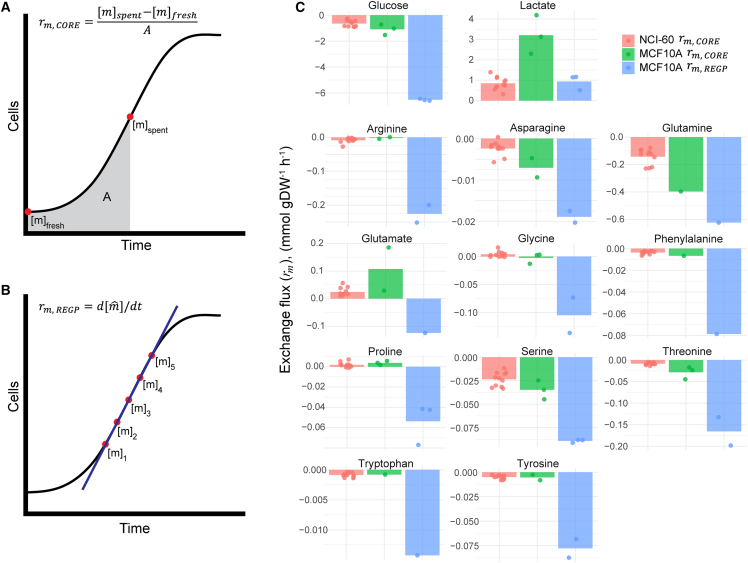
Exo-metabolite exchange fluxes (A and B) Schematic overview of exo-metabolite exchange flux calculation by the CORE and REGP methods. [*m*], exo-metabolite concentration; A, area under the curve; $\left[\hat{m}\right]$, linear-regression-fitted exo-metabolite concentration (see STAR Methods section). (C) Exo-metabolite exchange fluxes (*r*_*m*_) for 11 cell lines in the NCI-60 panel calculated by the CORE method and for the MCF10A cell line calculated by either the CORE or the REGP method. See also Table S1.

Regression-based methods for estimating exchange fluxes have been applied in microorganisms^15^ and mammalian studies.^16^^,^^17^^,^^18^^,^^19^ In this study, we adapted a regression-based approach to calculate exchange fluxes in human cells, which we refer to as REGP (regression during exponential growth phase; Figure 1B), and compared it to the conventional CORE method. We found that REGP-calculated exchange fluxes (*r*_*m*,*REGP*_) were substantially different from CORE-calculated exchange fluxes (*r*_*m*,*CORE*_) (Figure 1C). Unlike models constrained with *r*_*m*,*CORE*_, the model with *r*_*m*,*REGP*_ as input data for FBA and FVA produced feasible GEM simulations. Additionally, we showed that the GEM-simulated feasible flux space was constrained to a more biologically plausible region, allowing an exploration of the basic organizing principles of the feasible flux space. We anticipate that incorporating regression-based exchange fluxes from human cell lines as input for GEM simulations can rapidly advance our understanding of cell metabolism in diverse applications related to human health and disease.

## Results

### Exo-metabolite exchange fluxes at steady state

We measured the exo-metabolite concentrations of exponentially growing MCF10A cells at five time points during the exponential growth steady state (see Table S1) and used both the CORE (Figure 1A) and REGP (Figure 1B) methods to calculate the exchange fluxes of exo-metabolites, *r*_*m*_. Figure 1C shows the comparison between *r*_*m*,*REGP*_ and *r*_*m*,*CORE*_ in the MCF10A cell line, as well as the *r*_*m*,*CORE*_ of 11 cell lines of the NCI-60 panel that were previously considered reliable.^3^^,^^4^^,^^20^ By convention, consumption of metabolites (e.g., glucose) is represented by a negative flux and release of metabolites (e.g., lactate) by a positive flux. As expected, *r*_*m*,*CORE*_ were comparable between MCF10A cells and the 11 cell lines of the NCI-60 panel (Figure 1C). However, the *r*_*m*,*REGP*_ and *r*_*m*,*CORE*_ in MCF10A cells, based on the same raw metabolite measurements and cell count data, were substantially different. For several exo-metabolites, for example glutamate and glycine, *r*_*m*,*CORE*_ values were positive, indicating that cells were releasing these metabolites into the culture media, while *r*_*m*,*REGP*_ values were negative, indicating that cells were consuming these metabolites as nutrients. As the CORE method encompasses both the lag phase and exponential growth phase (Figure 1A), whereas the REGP method calculates the exchange flux during exponential growth only (Figure 1B), this reflects that cell metabolism differs between the lag phase and exponential growth (Figure 2). Our results indicate that glutamate is released by the cells during lag phase and consumed during exponential growth (Figure 2B). Similarly, consumption of glycine differs between lag phase and exponential growth (Figure 2C).

**Figure 2:**
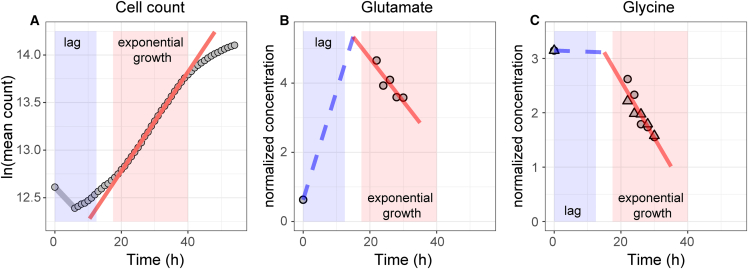
Exo-metabolite exchange fluxes in different growth phases (A) Growth curve of MCF10A cells showing a distinct lag phase (blue box) and an exponential growth phase (red box and red line). (B and C) *r*_*Glu*_ and *r*_*Gly*_ showing distinct metabolic profiles during the lag phase and the exponential growth phase. The REGP method is used to calculate the exchange fluxes during the exponential phase (solid red line). Exchange fluxes in the lag phase are estimated by connecting a straight line from the fresh media sample at t = 0 h to the projected exo-metabolite concentration at t = 15 h based on REGP calculations (blue dashed line). See also Table S1.

For other nutrients, such as glucose, glutamine, and other amino acids, in general, we observed that *r*_*m*,*REGP*_ for nutrient consumption was larger (that is, more negative) than *r*_*m*,*CORE*_, consistent with a higher nutrient consumption rate during exponential growth compared to the lag phase (Figure 1C). For lactate, we observed that the exchange flux for lactate release was smaller (that is, less positive) by the REGP method (Figure 1C), suggesting that lactate production is elevated during the lag phase and reduced during exponential growth.

### Simulating steady-state cell growth

A common way to benchmark FBA- and FVA-based GEM simulations is to estimate the cell growth rate,^3^^,^^21^ which can be easily validated experimentally. To do this, we first constructed cell line-specific GEMs by tINIT^22^ using cell line-specific transcriptomics data, generated in-house for MCF10A cells (Table S2; GEO accession GSE293588) and mined from the Cancer Cell Line Encyclopedia^23^ for the 11 cell lines of the NCI-60 panel. 

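MCF10A is an immortalized, non-tumorigenic line of human breast epithelial cells. RNA was sampled in 3 replicates at 27 h after seeding, and libraries were prepared from 300 ng of total RNA depleted of ribosomal RNA. The labels of the deposited samples describe untreated cells that carry an empty vector, which the text of the paper does not mention. All 3 replicates belong to 1 condition and 1 batch, so the data allow no comparison between groups. The authors deposited TPM values for 62754 genes in each replicate, a unit in which the reads of a gene are divided by its transcript length and scaled to a common total. Of these genes, 62700 were found in GENCODE release 44 and 54 were not. With the lengths from that annotation, 100% of the values in each replicate were whole multiples of the smallest step, and with that step taken as 1 read the replicates held 15273329, 15446347 and 11166546 reads on annotated genes. Among the 4913 genes with a mean from 0.5 to 2 TPM the median length was 1001 bases, and at that length a value of 1 TPM corresponded to 5.28, 5.42 and 4.49 reads in replicates 1, 2 and 3.
Over the 15640 genes with a mean of at least 1 TPM, the median SD of log2(TPM + 1) between replicates was 0.19. It was 0.11 without replicate 3, the alternative that moved it most. Pearson's r of log2(TPM + 1) across these genes, which are not independent replicates, lay between 0.960 and 0.969 for the pairs of replicates. To see whether the same library was deposited under different replicates, the pairs were compared under equal TPM. The mean chi-square per gene was 6.73 between replicates 1 and 2 and 24.1 in both pairs with replicate 3, where the counting error of the reads alone gives 1. The median was 1.77 between replicates 1 and 2, and 4.80 and 4.76 between replicate 3 and replicates 1 and 2. Counting error alone gives a median of 0.455. The chi-square covers counting error only, not the spread between cultures or libraries, and includes the lower TPM in replicate 3 of most genes with at least 10 TPM. The 10 genes with the highest mean held 12.7%, 13.1% and 23.8% of all TPM in replicates 1, 2 and 3. The highest was RN7SL1 (ENSG00000276168), the RNA of the signal recognition particle, annotated as a non-coding gene on chromosome 14 of hg38 from 49586580 to 49586878. It was measured at 49293, 56610 and 150632 TPM. The share of reads on RN7SL1 was 0.507% (95% Wilson interval from 0.503% to 0.510%), 0.592% (0.588% to 0.596%) and 1.80% (1.79% to 1.81%), intervals that cover counting error only. RMRP, another short non-coding RNA, held 0.511%, 0.657% and 2.02% of TPM. TPM values are relative, and among genes with a mean of at least 10 TPM the median log2 ratio of replicate 3 was -0.25 against replicate 1 and -0.24 against replicate 2. The other 8 of the highest genes were MT-CO1, MT-CO2, MT-CO3 and MT-ND4 of the mitochondrial genome and ACTB, TMSB10, KRT5 and S100A2, with means between 5411 and 12460 TPM.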

We then specified the metabolites that are present in the cell culture media (Ham’s medium), followed by constraining the exo-metabolite exchange fluxes (Figure 1C). For MCF10As, either *r*_*m*,*CORE*_ or *r*_*m*,*REGP*_ was used; for the 11 cell lines of the NCI-60 panel, only the available *r*_*m*,*CORE*_ were used (see Figure 3), which were mined from a previously described dataset,^3^^,^^4^ accessible in Robinson et al.^24^ Based on these input data as model constraints, the range of feasible *in silico* growth rates were simulated by maximizing and minimizing biomass production. We found that the *r*_*m*,*CORE*_-constrained MCF10A model was infeasible (Figure 3A), meaning that the *in silico* cell was unable to “grow” with the CORE-calculated metabolite uptake and secretion rates. In contrast, the *r*_*m*,*REGP*_-constrained MCF10A model was feasible (Figure 3A). Critically, the experimentally measured growth rate fell within the GEM-simulated solution space (Figure 3A), indicating that GEM simulations are physiologically relevant when using *r*_*m*,*REGP*_ as constraints, but not with *r*_*m*,*CORE*_. Similar to the *r*_*m*,*CORE*_-constrained MCF10A model, most of the *r*_*m*,*CORE*_-constrained models of the NCI-60 panel cell lines were also either infeasible or do not contain the experimentally measured growth rate within the simulated solution space (Figure 3A).

**Figure 3:**
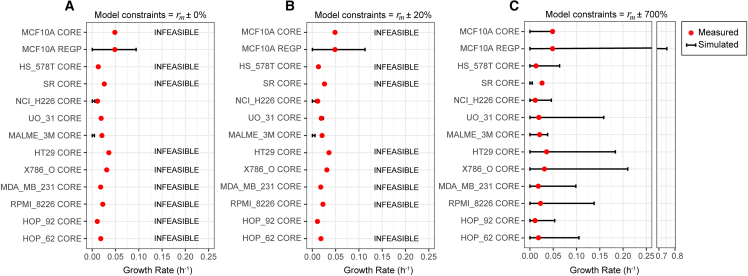
FVA simulation of cell growth rates Each cell line-specific GEM was constrained with the corresponding cell line-specific exo-metabolite exchange fluxes (*r*_*m*_) with a flexibilization factor of 0% (A), 20% (B), and 700% (C). Rows labeled as infeasible indicate that no solution exists that satisfies all constraints. Black bars, FVA-simulated minimum and maximum *in silico* cell growth rate for each cell line. Red dots, experimentally measured growth rate for each cell line. In none of the simulations did the minimum and maximum biomass flux equal zero (max = min = 0). See also Table S2.

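Table S2 gives 1 TPM value per gene for MCF10A cells. The paper's table has 62754 rows, of which the first 1999 were available here. For all 1999 of these genes the paper's value was equal to the mean of the 3 deposited replicates within a relative difference of 1e-06. The median of the replicates was equal to the paper's value for 252 genes, which is the number of these genes listed at 0. Of the 1999 genes, 1454 were at or above 1 TPM in Table S2. In 36 of the 1999 genes the replicates lay on both sides of 1 TPM, and the paper's mean was at or above it for 16 and below it for 20.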

As a sensitivity analysis, we included a flexibilization factor ranging from 0% to 20% for all *r*_*m*_ used as model constraints (i.e., lb = 0.8∗*r*_*m*_; ub = 1.2∗*r*_*m*_) and found that that this did not play a role in determining model feasibility or the physiological relevance of the simulations (Figures 3A and 3B). The *r*_*m*,*CORE*_-constrained MCF10A model only produced physiologically relevant simulations when the flexibilization factor was increased to 700%; even at this point, the *r*_*m*,*CORE*_-constrained model of the SR cell line still performed poorly (Figure 3C).

### Organization of the feasible flux space

We then took the *r*_*m*,*REGP*_-constrained MCF10A model as described above and added a constraint of the biomass production reaction with the experimentally measured growth rate, to produce a constrained GEM of the MCF10A cell line that makes use of all available data. We used this model to explore the feasible flux space of the entire metabolic network of the cell in order to identify to what degree metabolic subsystems are constrained. Following FVA for every metabolic reaction, reactions were ranked by increasing flux variability (Table S3). A sliding window of 200 reactions with a step size of 10 was applied (the first window included reactions 1–200 and the second window, reactions 11–210). For each window, we calculated the fraction of reactions belonging to each metabolic subsystem (subsystems as defined by Human-GEM). For each subsystem, *Z* scores were calculated based on the mean fraction and standard deviation across all windows. The representation of metabolic subsystems across the flux variability spectrum is visualized in Figure 4 and listed in Table S4, where each row represents a subsystem and each column a window. This analysis showed that metabolic subsystems related to fatty acid metabolism, including fatty acid biosynthesis pathways and beta oxidation pathways, exhibited low variability in reaction flux (Figure 4). In contrast, amino acid metabolism (AAM) and most central carbon metabolism (CCM) pathways showed intermediate to high levels of variability (Figure 4), even though the exo-metabolite exchange fluxes used as model constraints were all related to CCM (glucose, lactate) and AAM, consistent with previous observations.^14^^,^^25^ For nucleotide metabolism, we observed two distinct regions in this analysis, one with intermediate variability and another with high variability. Finally, we found that reactions in sphingolipid and steroid metabolism, as well as miscellaneous reactions such as pool reactions and artificial reactions necessary for model simulations, exhibited high flux variability (Figure 4).

**Figure 4:**
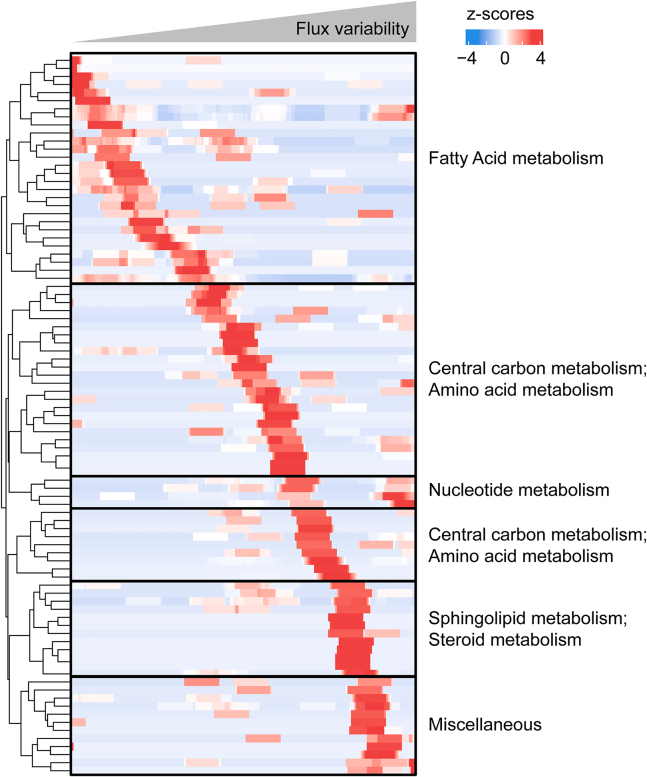
Organization of the feasible flux space of MCF10A cells The MCF10A-specific GEM was constrained with *r*_*m*,*REGP*_ and the measured growth rate, both with a flexibilization factor of 20%. FVA was performed to determine the flux variability (i.e., the feasible solution space) for every metabolic reaction. The fraction of each metabolic subsystem was calculated in a sliding window of 200 reactions of increasing flux variability, followed by a *Z* score transformation to facilitate comparison. For ease of visualization, *Z* scores of >3 or < −3 were set to 3 or −3, respectively. Rows represent metabolic subsystems, and columns represent a window. Metabolic subsystems were grouped into larger metabolic pathway categories to facilitate visualization and interpretation; the raw *Z* scores with corresponding metabolic pathways can be found in Table S4. See also Tables S3 and S4.

## Discussion

Understanding human cell metabolism at the systems level is of critical interest in many areas of health and medicine. GEM-based simulations have shown very promising applications in microorganisms,^9^^,^^10^^,^^11^ but obtaining the necessary input data in human cells has proven to be difficult. A number of methodologies have been developed to leverage transcriptomics data as model constraints,^26^^,^^27^^,^^28^^,^^29^^,^^30^ with mixed results,^31^ likely because metabolic fluxes are poorly reflected by the abundance of (transcripts of) enzymes in a cell. More recently, exo-metabolite exchange fluxes have been used,^3^^,^^9^^,^^14^^,^^32^ based on a comparison of exo-metabolite concentrations between the “spent” and “fresh” media.^4^^,^^14^ The caveat of this method is that it violates the steady-state assumption of FBA and FVA and thus should be used with caution. To address this limitation, we applied a multiple-time point regression approach, which collects exo-metabolite fluxes exclusively during the exponential growth phase (Figures 1B and 1C). Our results indicated a substantial difference in exchange fluxes in different phases of cell growth (Figure 2), underscoring the importance of distinguishing between growth phases when studying cell metabolism. With the exponential growth-phase exchange fluxes as model constraints, GEM simulations were biologically plausible, with the measured cell growth rate falling within the simulated solution space (Figure 3). This allowed us to explore the entire metabolic network of the cell with a physiologically relevant flux profile, revealing a distinct organization of the feasible flux space by metabolic subsystems (Figure 4).

Previously, cell-specific GEMs constrained by the exchange fluxes of glucose, lactate, and threonine (all calculated by the CORE method) were shown to predict the cell growth rate to a reasonable degree of agreement with experimentally measured cell growth rates.^3^ However, incorporation of additional (CORE-calculated) exo-metabolite exchange fluxes, with a flexibilization factor of up to 20%, led to a large number of infeasible models (Figures 3A and 3B), suggesting underlying problems with the model constraints and the biological relevance of the simulations. With the REGP method, model simulations remained feasible with a larger number of measured exo-metabolite exchange fluxes, and the feasible flux space was constrained to a biologically plausible region (Figure 3). We found that the maximum *in silico* growth rate exceeded the experimentally determined growth rate by approximately 2-fold (Figures 3A and 3B). This suggests that a portion of the consumed nutrients is diverted into non-growth-related metabolic tasks, consistent with the notion that, perhaps with the exception of fast-growth cancer cells, human cells do not operate to solely maximize growth.^31^^,^^33^

Our results show that even though the input constraints of our model were all related to CCM (glucose, lactate) or AAM (see Figure 1C), there is, nevertheless, an intermediate level of flux variability in these subsystems (Figure 4). This is in line with previous work showing that these subsystems do not operate at full capacity in growing cells.^25^^,^^34^ In contrast, we found that reactions in fatty acid metabolism exhibited low flux variability, while reactions in sphingolipid metabolism and steroid metabolism exhibited high flux variability, likely reflecting the degrees of connectivity (i.e., pathway branching) in these subsystems.^3^^,^^35^

Even though regression-based methods for determining exchange fluxes have been established in other systems,^15^^,^^16^^,^^17^^,^^18^^,^^19^ our study applies and validates this approach in a human cell line, showing it that substantially enhances the biological accuracy of GEM simulations compared to the conventional CORE method (Figure 3). To further confirm the robustness of this method in human cell lines, future work should validate the approach across additional human cell lines and conditions. While this approach demands more resources for exo-metabolite measurements, we believe that it is crucial to profile the metabolic fluxes of human cells at the genome scale, which can lead to a better understanding of the metabolic process in healthy cells and the identification of potential metabolic targets in diseases.

### Limitations of the study

The REGP method has a higher demand for experimental resources compared to the conventional CORE method, as several exo-metabolite measurements (rather than only one) must be taken, at the appropriate time points, which must be first determined experimentally. Connected to this limitation, this study shows the application of the REGP method in only one human cell line, MCF10A. Application of our method across additional human cell lines and conditions is warranted in future studies.

## Resource availability

### Lead contact

Further information and requests for resources may be directed to and will be fulfilled by the lead contact, Rosemary Yu ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Raw RNA-seq data are available at GEO, accession GSE293588.
• All other data and code used in this paper are available in the GitHub repository (https://github.com/Radboud-YuLab/FluxProfilingREGP). An archival DOI is provided in the key resources table.
• Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

The Yu lab is supported by grants from the 10.13039/501100004622Dutch Cancer Society and the Radboud-Western Collaboration Fund. We thank Niky Thijssen for technical support during the experimental work.

## Author contributions

Conceptualization, R.Y.; data curation, C.A.M.H. and X.J.; formal analysis, C.A.M.H. and X.J.; funding acquisition, Y.C. and R.Y.; supervision, Y.C. and R.Y.; writing – original draft, C.A.M.H.; writing – review and editing, X.J., Y.C., and R.Y.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

DMEM/F12	Gibco	11320033
MEGM Mammary Epithelial Cell Growth Medium SingleQuots	Lonza	CC-4136
Cholera toxin	Enzo Life Sciences	BML-G117
Penicillin-streptomycin	Gibco	15140
Trypsin-EDTA	Gibco	25300054
Trypan blue	Gibco	15250061

**Critical commercial assays**		

CyQUANT Cell Proliferation Assay	ThermoFisher Scientific	C7026
aTRAQ Kit	AB Sciex	4442673
KAPA RNA HyperPrep	Kapa Biosystems	KK8502
Quick-RNA Microprep	Zymo Research	R1051
Qubit HS	Invitrogen	Q32854
High Sensitivity DNA analysis	Agilent	5067–4626

**Deposited data**		

Data & code repository	This paper	doi:10.6084/m9.figshare.30784106
MCF10A RNA-seq	This paper	NCBI GEO accession number: GSE293588

**Experimental models: Cell lines**		

MCF10A	ATCC	Cat# CRL-10317; RRID: CVCL_0598

**Software and algorithms**		

MultiQuant	SCIEX	3.0.3
Seq2science	van der Sande et al.^36^	https://github.com/vanheeringen-lab/seq2science
Human1	Robinson et al.^3^^,^^24^	https://github.com/SysBioChalmers/Human-GEM/tree/v1.19.0
tINIT	Agren et al.^22^	https://github.com/SysBioChalmers/Human-GEM/tree/v1.19.0
MEMOTE	Lieven et al.^37^	https://github.com/opencobra/memote
MATLAB	MathWorks, Inc.	2023a
Gurobi solver	–	https://www.gurobi.com/
R	–	https://www.r-project.org/
COBRA toolbox	Heirendt et al.^38^	https://github.com/opencobra/cobratoolbox
NCI-60 metabolomics	Jain et al.^4^, Robinson et al.^3^^,^^24^	N/A

**Other**		

HPLC	Shimadzu	N/A
Nexera UHPLC system	Shimadzu	N/A
Qtrap 6500+ system	AB Sciex	1250140
BEH C18 column	Waters	186002353
NextSeq 2000 system	Illumina	N/A

### Experimental model and study participant details

#### Cell lines

MCF10A cells were purchased from ATCC (Cat# CRL-10317). Cells were cultured in DMEM/F12 (Cat# 11320033, Gibco) supplemented with MEGM Mammary Epithelial Cell Growth Medium SingleQuots Kit (Cat# CC-4136, Lonza) without GA-1000, along with 0.1 μg/mL cholera toxin (Cat# BML-G117, Enzo Life Sciences) and 100 U/mL penicillin-streptomycin (Cat# 15140, Gibco). Cells were tested for mycoplasma contamination routinely.

### Method details

#### Cell proliferation assays

Absolute cell counts were measured at 22, 26, 30, 46, 50, and 54 h after seeding using the CyQUANT Cell Proliferation Assay kit (Cat# C7026, ThermoFisher Scientific) with a CLARIOstar Plus plate reader (BMG LABTECH). Cell proliferation at all other time points were measured by Incucyte ZOOM (Essen Bioscience), then converted to absolute cell counts based on the corresponding cell counts from the CyQUANT measurements.

#### Biomass determination

Cells were harvested with 0.05% trypsin-EDTA (Cat# 25300054, Gibco) and counted using 0.4% trypan blue (Cat# 15250061, Gibco) in a TC20 Automated Cell Counter (BioRad). The cell suspension was transferred into pre-weighed Eppendorf tubes and pelleted by centrifugation at 200*g* for 5 min. Pellets were dried in a microwave at 360 W for 20 min, and desiccated in a desiccator for >3 days.

#### Exo-metabolite measurements

Sampling for exo-metabolites was done during cellular exponential growth phase between 22 and 30 h after seeding by collection of culture supernatant. Glucose and lactate concentrations were quantified as described before,^39^ using an HPLC (Shimadzu) with an Aminex HPX-87H column (Cat# 1250140, BioRad) at 65°C and an IR detector. The column was eluted with 5 mM H_2_SO_4_ at a flow rate of 0.6 mL/min for 26 min. Amino acids were quantified as described before,^40^ with the aTRAQ Kit (Cat# 4442673, AB Sciex) using a Nexera UHPLC system (Shimadzu) coupled to a Qtrap 6500+ system (AB Sciex) with a BEH C18 column (150 × 2.1 mm, 1.7 μm) (Cat# 186002353, Waters) at 50°C. A gradient elution of water (eluent A) and methanol (eluent B), both containing 0.1% formic acid and 0.01% heptafluorobutyric acid, were used as the mobile phases with a constant flow of 1 mL/min. The following MS parameters were used: Curtain Gas: 50; Collision Gas: Medium; IonSpray Voltage: 5500 V; Temperature: 500°C; Ion Source Gas 1: 60; Ion Source Gas 2: 50. The gradient method was: 2% B from 0 to 2.5 min, 2%–40% B from 2.5 to 3.9 min, held at 40% B until 4.2 min, 40%–90% B from 4.2 to 6.0 min, held at 90% B until 6.1 min, 90%–2% B from 6.1 to 8.0 min. Data acquisition and processing were performed using Analyst and MultiQuant 3.0.3 software. Following data QC, exo-metabolite exchange fluxes (*r*_*m*_) were calculated by CORE^4^ or REGP (see below).

#### Exo-metabolite exchange flux (*r*_*m*_) calculation by REGP

Exo-metabolite exchange fluxes (*r*_*m*_) were determined by calculating the ratio between spent media and unused media samples, then normalizing to the known metabolite concentrations of the cell culture media (DMEM/F12). Exo-metabolite concentrations were normalized for culture volume and cell dry weight, and a linear model was fitted to regress the concentrations against time. *r*_*m*,*REGP*_ is then taken as the slope of the linear model, i.e., the derivative of the fitted metabolite concentration $\left[\hat{m}\right]$ with respect to time *t* (Figure 1B). Goodness of fit was determined by R^2^, with an arbitrary cutoff of 0.7.

#### RNA sequencing

RNA was sampled at 27 h after seeding. RNA was extracted using the Quick-RNA Microprep Kit (Cat# R1051, Zymo Research) according to the manufacturer’s protocol. Libraries were prepared from 300 ng RNA with the KAPA RNA HyperPrep Kit with RiboErase (HMR) (Cat# KK8502, Kapa Biosystems). RNA fragmentation was performed for a desired library insert size of 200–300 bp by fragmentation for 6 min at 94°C. Library concentrations were determined using the Qubit HS kit (Cat# Q32854, Invitrogen). Library size distribution was determined using a High Sensititivy DNA analysis (Cat# 5067-4626, Agilent) on a Bioanalyzer 2100 (Agilent). Libraries with an average between 300 and 400 bp were loaded on the NextSeq 2000 system (Illumina). 

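The deposited values show how reads entered the table. The gene length that returned whole reads was that of the longest transcript annotated for each gene. The paper's text names neither the annotation release nor whether strand was used in counting. Of the protein-coding genes whose annotated exons were all shared with another gene on the same strand, 342 of 342 had 0 reads in every replicate. Of the 17057 protein-coding genes whose canonical transcript shared no base with another gene on the same strand, 4308 (25.3%) had 0 reads. Where at least 80% of the exonic bases overlapped a gene on the opposite strand only, 13 of 37 genes (35.1%) had 0 reads, against 3355 of 10520 genes (31.9%) without overlap on either strand. The annotation holds 18 protein-coding genes in identical copies on chromosomes X and Y, and all 18 had 0 reads on both copies in every replicate. Of the other protein-coding genes, 26.0% had 0 reads in every replicate.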

Reads were quality controlled, mapped to the human genome hg38, and counted by Seq2science,^36^ available at https://github.com/vanheeringen-lab/seq2science.

#### Genome-scale metabolic modeling

The consensus Human-GEM, Human1 v1.12.0,^3^ was used for all procedures detailed below. Human-GEM is a ‘generic’ model which contains all observed metabolites and reactions in human cells. 

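The expression of metabolic enzymes and transporters was read for 200 genes in 11 lists that follow the metabolites of Figure 1C and the categories of Figure 4. The mean of the replicates was at or above 1 TPM for 163 of these genes and below it for 37, of which 12 had 0 reads in every replicate. All 20 genes of the TCA cycle, all 15 of fatty acid biosynthesis and all 18 of nucleotide metabolism were at or above it, as were 17 of 19 genes of beta oxidation, 16 of 17 of glucose uptake and glycolysis, 15 of 18 of sphingolipid metabolism, 14 of 21 of steroid metabolism and 19 of 34 of other amino acids. The highest genes of these lists were MDH2, SCD, TYMS, HADHA, GAPDH, CERS2, FDPS and SLC7A5, with means between 240.1 TPM for HADHA and 5410 TPM for GAPDH. The count of 163 lay between 162 and 169 under the alternatives tried, with the highest at a cutoff of 0.5 TPM.
For lactate, 6 of 9 genes were at or above 1 TPM. LDHA (ENSG00000134333, chromosome 11 of hg38) was measured at 2371 ± 218 TPM (SD, n = 3). LDHB (ENSG00000111716, chromosome 12) was measured at 22.7 ± 3.59 TPM (SD, n = 3), but 76.5% of its canonical transcript is shared with another annotated gene on the same strand, so that the ratio between both genes is not given. The lactate transporters SLC16A1, SLC16A3 and SLC16A7 had means of 243 ± 21.0, 152 ± 24.2 and 14.4 ± 1.12 TPM (SD, n = 3 each), in this order in every replicate. BSG, a partner of SLC16A1 and SLC16A3, had a mean of 498 ± 47.5 TPM (SD, n = 3).
For glutamate and glutamine, 13 of 16 genes were at or above 1 TPM. The transporters SLC1A5 and SLC38A2 had means of 352 ± 42.6 and 345 ± 38.9 TPM (SD, n = 3 each), a difference smaller than the spread between replicates and not in the same direction in every replicate. The same holds for GLUL at 106 ± 7.59 TPM and GLUD1 at 105 ± 9.70 TPM (SD, n = 3 each). GOT2, at 293 ± 34.2 TPM, was above GOT1, at 129 ± 16.2 TPM (SD, n = 3 each), in every replicate. SLC38A1, GPT2, SLC7A11, SLC1A3 and GLS2 had means between 7.94 TPM for GLS2 and 215 TPM for SLC38A1. GLUD2, a paralog of GLUD1 whose reads the counting could have split between both genes, had 1.07, 0.892 and 1.71 TPM in replicates 1, 2 and 3 from 14, 12 and 19 reads.
For glycine and serine, 10 of 13 genes were at or above 1 TPM. SHMT2 at 160 ± 18.5 TPM and PSAT1 at 154 ± 20.1 TPM (SD, n = 3 each) differed by less than the SD between replicates, with SHMT2 the higher in every replicate. PHGDH, SHMT1, PSPH, GLDC, SRR, SLC6A9, SLC1A4 and GCSH had means between 2.83 TPM for GCSH and 58.6 TPM for PHGDH, and 28.3% of the canonical transcript of GCSH is shared with other genes. AMT (ENSG00000145020, chromosome 3) had 0 reads in each replicate, which allows up to 0.147 TPM by reads assigned to it, and 100% of its canonical transcript is shared with other genes on the same strand. At least 50% of the canonical transcript was shared in this way for 10 of the 200 genes, and 5 of these were below 1 TPM. These 5, singled out after their values were seen, were AMT, ASNS (0.781 TPM, 99.5% shared), BCKDHA (0.401 TPM, 93.2% shared), CPT1B (0.491 TPM, 98.1% shared) and CERS1 (0.179 TPM, 100% shared).

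**Figure D1:**
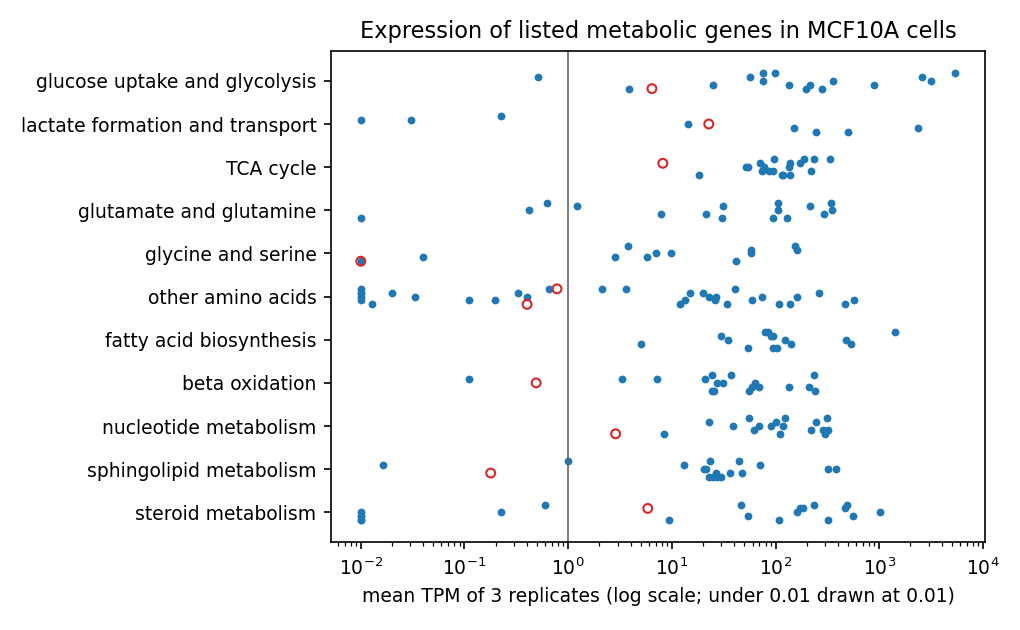
Mean TPM over 3 replicates (horizontal axis, log scale) of each gene in the 11 metabolic lists (rows), with means under 0.01 TPM drawn at 0.01. Each point is 1 gene, open red circles are the 10 genes with at least 50% of the canonical transcript shared with another gene on the same strand, and the vertical line is 1 TPM, with 163 of the 200 genes at or above it.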

For each cell line, contextualized models were constructed using tINIT,^22^ where the generic Human-GEM is pruned in a cell line-specific manner based on whether or not the (transcript of) an enzyme is expressed. MEMOTE was applied to test model validity, which confirmed that all models had a consistency score >85%.^37^ We used transcriptomics data measured in-house (MCF10As) or mined from CCLE,^23^ with an arbitrary expression level cutoff of 1 TPM. 

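At a cutoff of 1 TPM, 15124, 16345 and 14773 genes were expressed in replicates 1, 2 and 3 of the MCF10A cells, and 15640 genes by the mean of the replicates, of which 11360 were protein-coding. With the cutoff at 0.5 TPM, the alternative that raised this number most, it was 18127, and with 2 TPM it was 13209. A total of 13522 genes were at or above 1 TPM in every replicate, 1597 in 2 replicates and 2482 in 1 replicate. The latter 4079 genes, 570 of them protein-coding, were thus called differently between replicates. By the mean, 2118 of them counted as expressed, 13.5% of the 15640 genes, and 1961 did not. Replicate 2 was alone in being at or above the cutoff for 1461 genes, replicate 1 for 510 and replicate 3 for 511. Of the 4079 genes, 2047 lay more than 1.5-fold from the cutoff in both the highest and the lowest replicate.
Among the 200 genes of the metabolic lists, 3 were called differently between replicates. Besides GLUD2, these were MAT1A (ENSG00000151224), with 1.12, 0.383 and 0.463 TPM from 20, 7 and 7 reads, and CERS4 (ENSG00000090661), with 1.27, 1.16 and 0.559 TPM from 16, 15 and 6 reads in replicates 1, 2 and 3. By the mean, MAT1A and CERS4 were below 1 TPM and GLUD2 was above it. Without replicate 3, CERS4 was above 1 TPM at 1.21 and GLUD2 below it at 0.981. With mitochondrially encoded genes left out, CERS4 was at 1.06 TPM. Leaving out replicate 1 or 2 changed none of these calls, and MAT1A stayed below 1 TPM throughout. The paper used this cutoff to decide which enzymes were expressed and pruned the generic model to the MCF10A model on that basis.

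**Figure D2:**
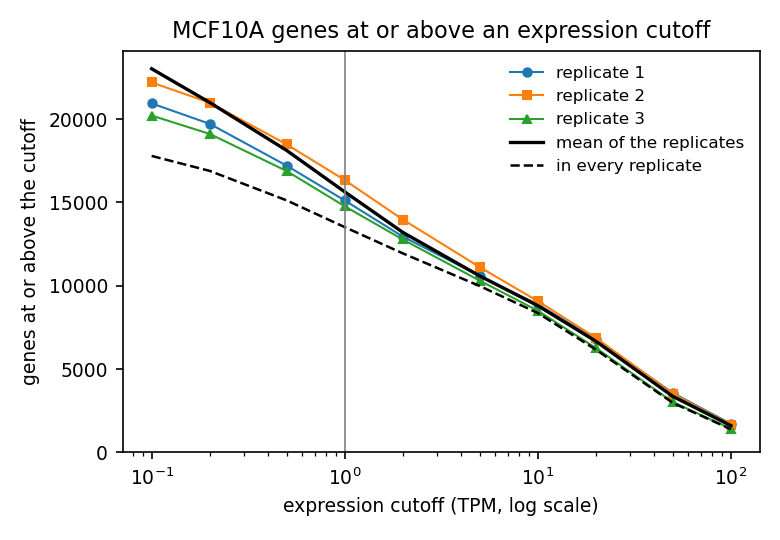
Number of genes at or above an expression cutoff (vertical axis) against the cutoff in TPM (horizontal axis, log scale) for each replicate, for the mean of the 3 replicates (solid black) and for genes that reach it in every replicate (dashed). The grey line is 1 TPM, where the replicates lie between 14773 and 16345 genes.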

Each cell line-specific model was first constrained with components of the growth media (without specifying the exchange fluxes), and model feasibility was verified under these unconstrained conditions. The models were then further constrained by the measured exchange fluxes with a flexibilization factor ranging from 0% to 700%. For simulation of growth rate, the range of feasible *in silico* growth rate was determined using FVA by sequentially minimizing and maximizing the biomass reaction, as implemented in the COBRA toolbox.^38^ The MCF10A-specific model was further constrained with the measured growth rate to perform FVA for all reactions. The flux variability for each reaction, i.e., max(flux) – min(flux), is sorted from lowest to highest. A sliding window of 200 reactions with a step size of 10 reactions across the sorted list was used to assess the variation in reaction flux across different subsystems. Within each window, Z-scores were calculated for the fraction of reactions per subsystem in a given window by comparing the fraction to the overall mean and standard deviation across all windows. Exchange reactions, transport reactions, and subsystems with less than 5 reactions, were excluded from the visualization of this analysis in Figure 4. All simulations were performed using MATLAB 2023a (MathWorks, Inc.) with Gurobi solver v10.0.1 (Gurobi Optimizer).

### Quantification and statistical analysis

Procedures related to metabolic modeling are described in detail in the sections above and were implemented in MATLAB (2023a). Numerical analyses and graphics are done in R v4.2.3.

How the deposited data were processed for this re-analysis (not part of the article)

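RNA-seq was measured in 3 replicates of untreated MCF10A cells at 27 h after seeding. By the paper's methods, the authors prepared libraries depleted of ribosomal RNA, mapped the reads to hg38 and counted them with Seq2science. The authors deposited 1 table with the TPM of 62754 genes in the 3 replicates, in which each replicate sums to 1000000, and no filter on genes is described. The aligner, the annotation release and the use of strand are not named in the paper's text. The replicates are not pooled in the deposited table. Columns of the table were matched to samples by the library names in the labels, and no column of values was left unused.

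The deposited TPM values were used as they are. Gene types, positions and lengths were taken from GENCODE release 44 on hg38, in which 62700 of the 62754 genes were found by Ensembl identifier. The product of TPM and gene length was divided by its smallest value above 0 in each replicate, which gave whole numbers for 100% of annotated genes and was taken as the number of reads. The length was the longest transcript of a gene, with 1 base less for each exon than the annotation gives. The totals of 15273329, 15446347 and 11166546 reads rest on the smallest step being 1 read. A gene with 0 reads was given the limit of 3 reads. A reading of 0 in a gene whose exons are shared with another gene, or that has an identical copy, was not taken as a lack of expression. Base sharing was computed between exons of genes on the same strand, over the canonical transcript of each gene.

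Since all samples are of 1 condition, no group was compared with another and no test across genes for differential expression was run. Genes were counted against a cutoff of 1 TPM by the mean and in each replicate. The spread was the SD of log2(TPM + 1) between replicates. Reads of genes called differently between replicates, with at least 15 reads in all, were compared with equal TPM by a chi-square test with Benjamini-Hochberg adjustment. Genes of the metabolic lists, 200 in 11 lists, and of 4 other lists, 216 genes in all, were chosen before the data were examined, and all 216 were found in the table by symbol. The genes named in the text follow a rule set before the data were examined. It takes every gene with a mean of at least 1 TPM in the lists for lactate, for glutamate and glutamine and for glycine and serine. From each other metabolic list it takes the gene with the highest mean and every gene called differently between replicates. It also takes every gene of the chromosome 9p21 list and of the marker lists, and the 10 genes with the highest mean. It gives 64 genes, part of which are given as ranges, and 1 of which is not reported here. Genes named outside this rule are named as chosen after their values were seen.

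The concentrations in Table S1, the TPM values in Table S2 and the flux ranges in Table S3 are the paper's and were used for the closing observations and for Table S2 itself. Of Table S2, 1999 of 62754 rows were available, and of Table S3, 1999 of 2156 rows, so no test of sets was run on them. Exchange fluxes were computed from Table S1 as the slope of mmol per gDW on time for each series and averaged per metabolite. Biomass was the ratio of mmol/L to mmol per gDW. No processed file of the exo-metabolite, growth or flux simulation experiments was used, and the models were not rebuilt here.

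Alternatives set before the data were examined covered the cutoff, the summary of the replicates, the pseudocount, the filter on low values, mitochondrially encoded genes, the estimator of fluxes, the time points and leaving out each replicate in turn. A rescaling of TPM to protein-coding genes was added after the data were seen.

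The scripts were tested on simulated data with known answers. From simulated reads on 62700 genes, 100% of the read counts were returned from TPM. The chi-square test called 100% of 200 genes changed 4-fold in 1 replicate, and gave an unadjusted p under 0.05 for 4.96% of 15823 unchanged genes. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.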

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

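No paired analysis was possible because all 3 replicates are of 1 condition. The number of genes at or above 1 TPM was 15640 and lay between 11360 (protein-coding genes only) and 18127 (cutoff of 0.5 TPM) under the alternatives set before the data were examined. It was 16091 with TPM rescaled so that protein-coding genes sum to 1000000, an alternative chosen after seeing the data. The number of listed metabolic genes at or above 1 TPM lay between 162 and 169 under all alternatives tried, that one included.

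The number of genes called differently between replicates depended more on the settings. It was 4079 in all, 3 among the genes of the metabolic lists only, and 2047 when genes had to lie over 1.5-fold from the cutoff in both the highest and the lowest replicate, both of which test fewer genes by construction. It ranged from 2383 genes without replicate 2 to 3064 without replicate 1, and was 2711 without replicate 3. With fewer replicates, fewer genes can differ. The number was 2820 at a cutoff of 2 TPM, 5081 at 0.5 TPM, 4166 with mitochondrially encoded genes left out and 4226 with protein-coding genes summing to 1000000. The median spread of 0.19 lay between 0.11 (without replicate 3) and 0.20 (without replicate 1) when 1 replicate was left out, and between 0.16 and 0.21 under the other alternatives. Among genes with a mean of at least 10 TPM, the median log2 ratio of replicate 3 was -0.25 against replicate 1 and -0.24 against replicate 2. Such a shared shift enters the spread. How much of the lower spread without replicate 3 it explains was not tested. The 10 highest genes held 16.5% of TPM on average, between 13.0% without replicate 3 and 18.5% without replicate 1. Table S2 values were equal to the mean for 1999 genes, and to the median, to each replicate alone and to the means that each left out 1 replicate for 252 genes, the genes listed at 0. With mitochondrially encoded genes left out, 6 of the 60 named genes that remained moved by more than 1 SD, all 6 upward. This setting multiplies all genes of a replicate by 1 factor above 1, so the direction is fixed, genes at 0 cannot move and the count depends on how small the SD is. Leaving out 1 of 3 replicates cannot move a mean by 1 SD. Neither setting says anything about the stability of the named genes.

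The exchange fluxes from the paper's Table S1 changed most with the estimator. With the growth rate times the slope of concentration on biomass in place of the slope of mmol per gDW on time, glucose was -1.12 in place of -6.53 mmol/gDW/h, lactate 3.42 in place of 0.939, glycine -0.0093 ± 0.0374 (SD, n = 2) in place of -0.105, and glutamate reversed from -0.124 to 0.0721. With the slope of concentration on time divided by the mean biomass, they were -1.11 for glucose, 3.41 for lactate, -0.00957 for glycine and 0.0705 for glutamate. Without the first time point, glucose was -6.18 and glutamate -0.0773, and without the last, glucose was -6.70 and glutamate -0.151. Glycine and lactate moved by less than the SD between series when a time point was left out. The number of metabolites with a negative flux was 15 of 16, and 11 with either other estimator. Across the values that each left out 1 series number it was from 12 to 15, in the first case with 13 metabolites left. The growth rate was 0.0486 per h. The biomass values lie on 1 exponential curve, so leaving out a time point cannot change it.

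Depth limits the calls near the cutoff. Of the 4079 genes called differently, 2632 had too few reads in all for a test against sampling noise.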

Differences from the paper's values

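The paper's exchange fluxes and growth rate were read by eye from its figures to 2 digits. A flux was taken to differ if its sign changed or if the difference exceeded a tolerance. The tolerance was the larger of the reading error and the SD between series, or the standard error of the slope for 1 series. For glycine this SD was 0.0446 at a slope of -0.105 mmol/gDW/h, which makes a weak check. With the main setting of each comparison, none of the paper's values compared here differed by the criteria set. With either estimator from concentration and biomass, every exchange flux compared did. So did phenylalanine without the first or the last time point, glutamate without the first and serine without the last. The paper states that glutamate is consumed during exponential growth (Figure 2B). In the paper's Table S1, whose glutamate values come from 1 series, the concentration in the medium was 0.524 mmol/L at 22 h and 0.594 mmol/L at 30 h, and the slope of mmol per gDW on time was -0.124 mmol/gDW/h. The 2 estimators from concentration and biomass gave 0.0721 and 0.0705 mmol/gDW/h. The paper also states that lactate release is lower by REGP. The same estimators gave 3.42 and 3.41 mmol/gDW/h for lactate, against 0.939 for the slope of mmol per gDW on time.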

Other observations

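The tests of explanations in this part were chosen after the result was seen. Exceptions are the tests of gene length and of a single deviating replicate for the genes called differently between replicates. The other estimators of fluxes, the chromosome 9p21 list and the marker lists were set before the data were examined.

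In the paper's Table S1, biomass, taken as the ratio of both concentration columns, was the same for all series at each time point and rose 1.47-fold between 22 and 30 h, at 0.0486 per h. A slope of mmol per gDW on time falls with this growth even at a constant concentration. With each series' concentration held at its mean, the slope was -5.41 mmol/gDW/h for glucose, where the measured slope was -6.53, and -2.54 for lactate, where it was 0.939. Over the 15 metabolites with a negative slope, the part that remained with the concentration held had a median of 88.4% of the slope and was over 50% of it for 14. It was lowest for cysteine at 46.2% and highest for glutamate at 156%. A candidate explanation of slopes that are more negative than the CORE fluxes is therefore the growing biomass in the denominator. In simulated series of exponential growth, a flux of 0 gave a slope of -6.18 and a release of 2 one of -4.53 mmol/gDW/h. The size depends on the simulated concentration. A negative slope alone therefore does not show consumption. The growth rate times the slope of concentration on biomass returned the simulated flux each time. By that estimator, 11 of 16 metabolites had a negative flux, and arginine, proline, tryptophan and glutamate, negative by the slope, were positive at 0.0188 ± 0.0286 (SD, n = 2), 0.00327 ± 0.0188 (SD, n = 3), 0.000291 and 0.0721 mmol/gDW/h. For arginine and proline this is within the spread between series, and for tryptophan and glutamate there is 1 series. Of the 11 negative fluxes, 4 (glycine, threonine, methionine and tyrosine) were also within 1 SD of 0 between series, and 2 came from 1 series. A metabolic change between lag phase and exponential growth, the paper's explanation, stays open, since the values before 22 h were not analysed here.

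For glutamate, net consumption from the medium would lower its concentration between 22 and 30 h. The concentration rose, but the exact permutation test over the 120 orders of 5 time points gave p = 0.15 (two-sided; 0.344 after Benjamini-Hochberg adjustment over 33 series), so that consumption and release cannot be told apart with 1 series. Of the 33 series, 10 had an unadjusted p under 0.05 and 0 an adjusted one, where the smallest p that 5 time points allow is 0.0167. Series at that smallest p in this permutation test had an adjusted p of 0.0611. The count of 0 is therefore no evidence of constant concentrations.

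The paper's Table S3 lists 2156 reactions by flux range, of which the first 1999, with the smaller ranges, were available. Only 3 of these had a range under 10, the next was at 62.5, the median was 753 and 570 were at 1000. No explanation was tested.

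The replicates called 4079 genes differently at 1 TPM. Among genes with a mean from 0.5 to 2 TPM, the SD of log2(TPM + 1) fell with gene length (Spearman's rho -0.72 across 4913 genes, which are not independent; -0.44 over the 1250 protein-coding ones), in line with sampling noise of low counts. In 20 simulated sets of 3 replicates with equal TPM, between 2818 and 2927 genes were called differently. Of the 1447 observed genes with at least 15 reads, 432 (29.9%) had an adjusted p under 0.05 in a chi-square test against equal TPM, and 358 (24.7%) with expected reads in proportion to the library totals. Genes selected in the same way from the simulated sets had such a p in at most 1 case per set. The test and the simulations treat reads as independent and cover counting error only, without amplification duplicates or the spread between cultures and libraries, which replicates are bound to have. They therefore do not show what the differing calls come from, and sampling noise cannot be told apart from these other sources for a given gene. Replicate 2 was the odd one out for 41.6% of the 4079 genes, replicate 3 for 33.5% and replicate 1 for 24.9%. No replicate was thus the odd one out for most of them. Sampling noise at equal TPM alone gave at least 2818 such genes in the simulated sets, so these shares cannot exclude that 1 replicate deviates.

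Replicate 2 nevertheless had the most genes at or above 1 TPM. Thinned to 11166546 reads, it still had 16237 on average over 20 draws, against 15014 in replicate 1 and 14770 in replicate 3 over annotated genes, which argues against depth. Low single-exon genes that lie inside an expressed gene on the same strand took 307, 623 and 341 reads per 1000000 in replicates 1, 2 and 3, so replicate 2 was 1.92 times the mean of the others. On the opposite strand the ratio was 1.16 and outside genes 1.27. Genomic DNA would raise both strands alike, so it is not the cause of the rise on the same strand, while more unspliced RNA in replicate 2 remains a candidate explanation. The smaller rises elsewhere stay open. Of the genes at or above 1 TPM in replicate 2 alone, 33.1% lay inside an expressed gene on the same strand, against 19.4% for replicate 1 and 14.9% for replicate 3. No biological explanation was tested, since the replicates share 1 condition.

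RN7SL1 took 1.80% of reads in replicate 3, outside the counting error of 0.507% and 0.592% in replicates 1 and 2, which argues against the smaller size of the library. The 680 annotated genes of the RN7SL family together took 0.517%, 0.605% and 1.84%, so a shift of reads between copies would not give this rise. Better recovery of short RNAs in replicate 3 could raise other short genes too. Of 19 other non-coding genes under 400 bases, 15 were higher in replicate 3, with a median log2 ratio of 0.52 where protein-coding genes had -0.03. RN7SL1, at 1.71, lies within the range of these genes, of which SCARNA7, RMRP, SCARNA5 and SNORA73B, named after their values were seen, rose by 2.06, 2.00, 1.98 and 1.46. The share of genes that rose falls just short of the 80% asked for, so that better recovery of short RNAs stays open and cannot be told apart from another cause.

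Exons shared over nearly the whole canonical transcript go with missing reads. Of the 721 protein-coding genes with at least 95% of the canonical transcript shared on the same strand, 72.7% had 0 reads and 93.2% were below 1 TPM, against 25.3% and 41.5% of the 17057 genes that share none. With less shared this was not so throughout: of the 1666 genes with over 0 to 50% shared, 13.7% had 0 reads and 31.6% were below 1 TPM, and of the 602 with over 50% and under 95%, 30.4% and 67.3%. Reads that overlap several genes may not have been counted, which fits the 72.7%. All 342 genes whose annotated exons are all shared were at 0, where 60.8% of the 7082 genes below 1 TPM that share none were. Where a gene lies inside the canonical exons of an expressed gene, the RNA of that gene covers it whether or not it is expressed itself. Of 38 such genes inside a gene with a mean of at least 10 TPM, 38 had 0 reads, where coverage at the level of the outer gene would give a median of 83.0 reads over the replicates and at least 19.3. This argues against a lack of expression as the cause of their 0 reads. Most of the 38 have no name. For the other shared genes, a lack of expression stays open gene by gene. Many shared genes are unnamed or read-through annotations. Among the genes with a name and no hyphen in it, 41.3% of 201 with at least 95% shared had 0 reads against 24.8% of 16885, and 28 of 28 with all exons shared. Of these named genes, 160 of the 201 with at least 95% shared were below 1 TPM, against 6938 of the 16885 that share none. Among those below 1 TPM, 51.9% of the 160 had 0 reads, against 60.3% of the 6938. By that last count the order is reversed. It cannot decide, since uncounted reads could themselves bring an expressed gene below 1 TPM with a few reads left. AMT and ASNS, with 100% and 99.5% of the canonical transcript shared, are below the cutoff of 1 TPM. ALDOA, at 6.42 ± 1.69 TPM (SD, n = 3) with 89.8% of its canonical transcript shared, and IMPDH2, at 2.87 ± 0.624 TPM (SD, n = 3) with 98.8% shared, were named after their values were seen.

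The 18 protein-coding genes in identical copies on X and Y, chosen after their values were seen, include SLC25A6, CD99, VAMP7 and ASMTL. All 18 had 0 reads on both copies. This is consistent with reads that map equally well to both copies not being counted. Of other protein-coding genes, 26.0% had 0 reads (Fisher's exact p = 3.07e-11, which takes genes as independent). Since neighbouring genes can be silent together, windows of 15 neighbouring protein-coding genes, as many as lie in identical copies at the start of X, were counted on the other chromosomes and the rest of X. Of 19630 overlapping windows, 230 (1.17%) had 0 reads on all genes, which argues against a lack of expression as the cause for the whole set. For a single gene of the 18 it stays open.

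MTAP, CDKN2A and CDKN2B on chromosome 9 had 0 reads in every replicate, which allows up to 0.0886, 0.638 and 0.174 TPM. Of the 15 annotated genes from 21802636 to 22214672 on chromosome 9 of hg38, 14 had 0 reads in every replicate and 1 read was counted in all. The nearest protein-coding gene at or above 1 TPM before MTAP is KLHL9, with 445, 355 and 318 reads. After CDKN2B, the first at or above 1 TPM is ELAVL2, from 23690104, with 147, 135 and 99 reads. DMRTA1, from 22446824, had a mean of 0.625 TPM from 21, 17 and 15 reads. It is the first protein-coding gene after CDKN2B with at least 3 reads in every replicate. Only 7.63% of the canonical MTAP transcript is shared with another gene on the same strand, which argues against shared exons as the cause. A loss of this region in these cells is a candidate explanation that the files do not test.

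The marker genes fixed before the data were examined gave the following values. The 4 basal epithelial markers were all above 1 TPM, with KRT5 at 6612 ± 890 TPM, KRT14 at 4144 ± 618 TPM, KRT17 at 2669 ± 296 TPM and TP63 at 49.8 ± 6.15 TPM (SD, n = 3 each). Of the 4 luminal epithelial markers, GATA3 was at 12.8 ± 2.25 TPM (SD, n = 3), FOXA1 at 1.19, 0.790 and 1.34 TPM in replicates 1, 2 and 3, and ESR1 and PGR had 3 reads and 1 read in all. Of the 5 fibroblast markers, DCN was at 9.05 ± 0.300 TPM and COL1A1 at 4.96 ± 0.390 TPM (SD, n = 3 each), PDGFRB was at 0.468, 0.228 and 0.118 TPM, COL3A1 had 2 reads in all and COL1A2 had 0. No explanation was tested.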
